A study of Mus musculus with 36 samples. Its data were reported in "Nucleotide metabolism in cancer cells fuels a UDP-driven macrophage cross-talk, promoting immunosuppression and immunotherapy resistance" (2024).

How the data were processed

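RNA from 36 subcutaneous mouse tumours was analysed. Per the labels, each tumour gave 1 poly-A selected library made with an Illumina TruSeq kit, V2. The deposited values are raw read counts per Ensembl gene, which the authors made by mapping reads to the mouse genome (GRCm38/mm10) with TopHat and Bowtie and assigning them to genes with HTSeq. HTSeq sets aside reads that map to more than 1 place, so genes with close copies are undercounted. Whether strand was used and which Ensembl release was used are not stated, so counts of overlapping and antisense genes are uncertain. Replicates were not pooled and no normalization was applied.

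The table held 37417 genes and 5 summary lines that name no gene. These lines were left out of library sizes and tests. They made up 44.8% to 63.4% of all reads listed in 35 libraries and 86.5% in the library labelled PancO2 anti-PD-1 71. Reads without a unique position were the largest part, at 32.0% to 45.8% in the 35 libraries and 60.5% in that library. Symbols were found for 32608 gene identifiers, and coordinates were taken from the GENCODE annotation of GRCm38.

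Libraries were grouped by their labels into 9 groups of 4, and each of the 36 columns matched 1 label. The mouse numbers in the labels are unique to 1 library each. Totals per library ran from 7883106 to 41751023 counts. Cda, the gene of most interest, had between 19 and 888 counts per library, so counting error alone was largest in the library labelled PancO2 anti-PD-1 71, which had the 19. Limits for a count of 0 are 3 counts of the library total and cover counting error only.

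The tests, the libraries in each fit, the alternatives, the gene lists and the rule for named genes were fixed before the data were examined. Genes were tested on the raw counts with edgeR 4.0.16 in R 4.3.3, with filterByExpr, TMM normalization, robust estimateDisp and glmQLFit, and glmQLFTest. Calls needed a Benjamini-Hochberg adjusted p under 0.05, two-sided. Standard errors of log2 fold changes were taken as the fold change divided by the square root of the F statistic. Comparisons between models used the 12 libraries labelled IgG, those between treatments the 12 libraries of 1 labelled model, and the 6 interactions the 16 libraries of 4 groups. The study's methods name limma without the samples or covariates of this comparison, so limma-voom was an alternative. Lists were tested with camera from limma 3.58.1 on voom values. Cda was compared between 4 and 4 libraries with an exact permutation test on log2 CPM. Correlations used log2 CPM with a prior count of 2 and 100000 permutations, with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

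Genes were named by a rule set beforehand. It covered 24 genes tied to the study's question, and otherwise up to 3 genes in each direction per comparison with the largest change among called genes of at least 10 CPM whose groups did not overlap. No gene met the second part. Any other gene is said to have been chosen after its values were seen or, for H2-Ea-ps and Ifi202b, after the clusters were seen.

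The labels were checked by Ward clustering of 1 minus the Pearson correlation of log2(CPM + 1), over the 15217 genes above 1 CPM in at least 4 libraries, taken at 3 clusters and drawn up after the data were seen. A library counted as having H2-Ea-ps above 10 CPM. The agreement of clusters with labels was measured with the adjusted Rand index (scikit-learn 1.9.0), and its permutation p came from the chi-square statistic over 100000 permutations. Figures were drawn with matplotlib 3.10.9.

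Alternatives were DESeq2 size factors, library size only, no filter beyond 1 count, at least 10 counts in every library, the DESeq2 1.42.0 Wald test, limma-voom, leaving out each library, a fit of all 36 libraries, a fit of only the 8 libraries compared, averages over the 3 treatments, and an absolute log2 fold change of at least 1. For lists they were fry and an estimated correlation, and for correlations a prior count of 0.5 and residuals from treatment means. Chosen after the data were seen were a term for the 3 clusters, correlations within clusters, a fit of all libraries but the one labelled PancO2 anti-PD-1 71, and the comparison of PancO2 anti-CTLA4 with IgG and the correlations within clusters without that library.

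The steps were tested on simulated data in which 200 genes were changed. At a dispersion of 0.04, the edgeR test recovered 188 of them among 16218 genes (94%) with 9 false calls, and the interaction recovered 151 among 16488 genes (75.5%) with 8 false calls. DESeq2 recovered 189 with 24 false calls and limma-voom 189 with 12. At the dispersions estimated from the libraries labelled MC38, with a median of 0.123, the edgeR test recovered 49 of 200 among 16198 genes (24.5%) with 1 false call, DESeq2 104 with 39 false calls and limma-voom 57 with 2. When 3 simulated models differed by 2000 genes each among 17407 genes, 3802 genes were called with the right names and 0 in each of 10 shuffles of the names. The list test called 1 of 17 lists, the changed one.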

Results

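Bulk mRNA sequencing was carried out on 36 subcutaneous mouse tumours, each deposited as 1 library of read counts per gene. The labels name 3 tumour models. MC38 is a colon adenocarcinoma line grown in C57BL/6J mice, CT26 a colon carcinoma line grown in BALB/c mice and PancO2 a pancreatic adenocarcinoma line grown in C57BL/6J mice. Mice carrying each model received a control IgG, an antibody that blocks the checkpoint receptor CTLA4 or an antibody that blocks the checkpoint receptor PD-1, at 10 mg per kg by intraperitoneal injection. This gave 9 labelled groups of 4 libraries. Libraries are named by their labelled group and mouse number, as in PancO2 anti-PD-1 71.

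Reads assigned to genes totalled between 7883106 and 41751023 per library, with a median of 27968270. The shallowest library was the one labelled PancO2 anti-PD-1 71, and the other 35 libraries started at 11821687. In the IgG groups, totals ran from 16501618 to 30902427 for MC38, from 18244545 to 32886126 for CT26 and from 14059776 to 35651117 for PancO2. In the anti-CTLA4 groups, they ran from 20097018 to 31632927 for MC38, from 11821687 to 33199177 for CT26 and from 13174505 to 34698970 for PancO2. In the anti-PD-1 groups, they ran from 13396330 to 30636120 for MC38, from 24438561 to 33342648 for CT26 and from 7883106 to 41751023 for PancO2. No pair of libraries looked like a single library deposited more than once, because the smallest chi-square per degree of freedom between replicates of a group was 15.4 and the smallest among all 630 pairs was 7.33.

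Before any comparison, the labels were checked against the libraries themselves. Hierarchical clustering of 15217 genes separated 3 clusters of 12 libraries. Pearson correlations of log2 CPM ran from 0.968 to 0.996 within a cluster and from 0.848 to 0.926 between clusters, leaving aside the library labelled PancO2 anti-PD-1 71. These clusters did not follow the labelled models. The first cluster held 4 libraries labelled MC38, 5 labelled CT26 and 3 labelled PancO2, the second held 4 of each, and the third held 4 labelled MC38, 3 labelled CT26 and 5 labelled PancO2. The adjusted Rand index between clusters and labelled models was −0.0459 (permutation p = 0.987, one-sided), and that between clusters and labelled treatments was also −0.0459 (permutation p = 0.989, one-sided). Replicates fell into more than 1 cluster in 9 of 9 labelled groups and into all 3 clusters in 8 of them. Only 10 of the 54 pairs of replicates shared a cluster.

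**Figure D1:**
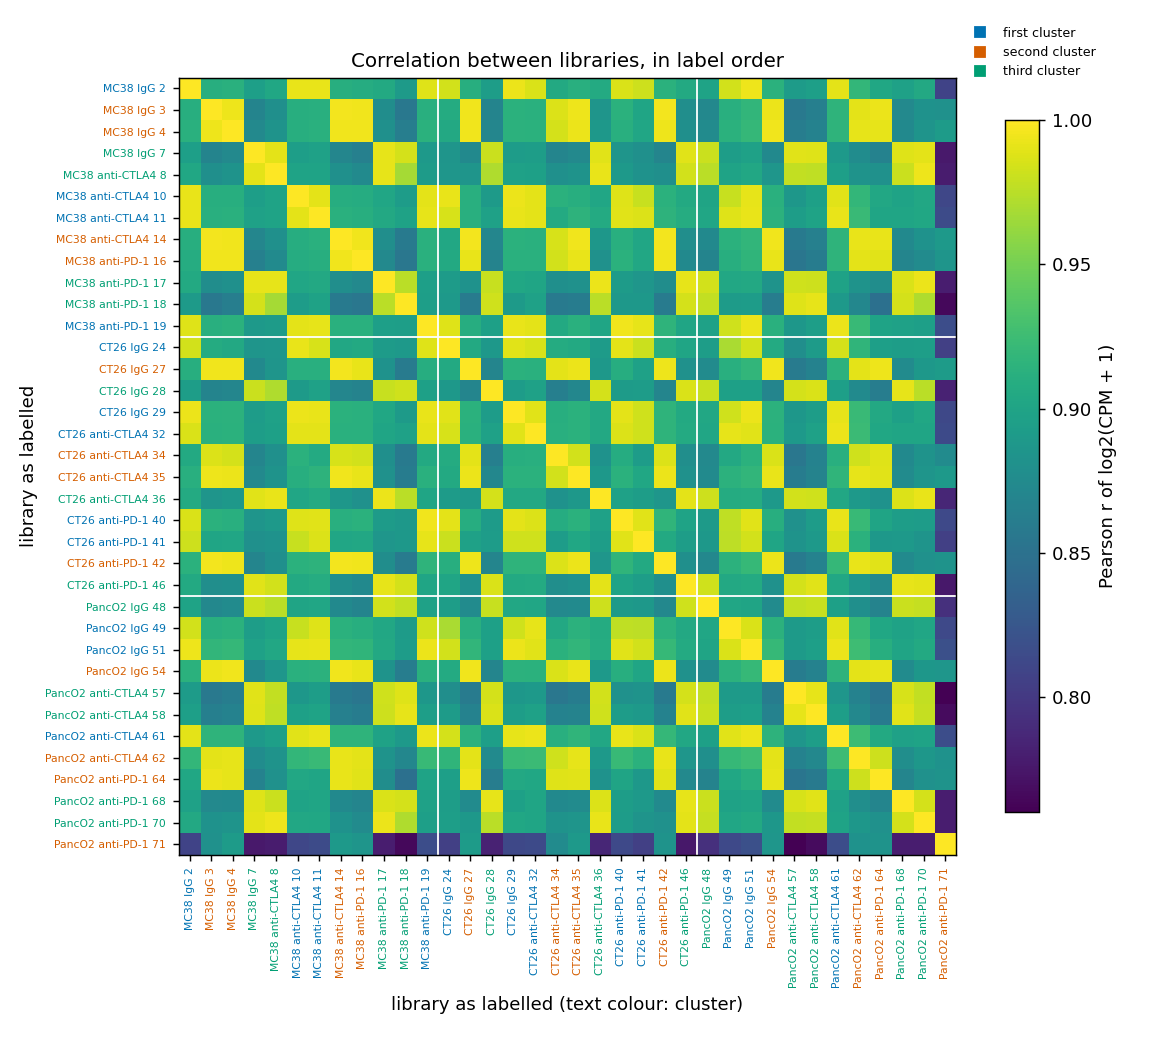
Pearson correlation of log2 CPM between every pair of the 36 libraries, in the order of their labels on both axes, with the colour of each name giving its cluster. Replicates of 1 labelled group mostly sit in different clusters, and correlations are at least 0.968 within clusters and at most 0.926 between them, apart from the library labelled PancO2 anti-PD-1 71.

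A transcript that depends on mouse strain gave the same picture. H2-Ea-ps (ENSMUSG00000036322; GRCm38 chromosome 17, 34341959 to 34344645, minus strand) is annotated as a polymorphic pseudogene, because C57BL/6 mice carry a promoter deletion that silences it while BALB/c mice express it. It was chosen for this check after the clusters had been seen. H2-Ea-ps lay between 32.8 and 134 CPM in the 12 libraries of the second cluster and reached at most 0.0845 CPM, or 3 counts, in the other 24. Of these, 17 had no count at all, which allows a level of up to 0.0865 to 0.228 CPM depending on the library, counting error only. The transcript was present in 4 of the 12 libraries labelled BALB/c and in 8 of the 24 labelled C57BL/6J, 4 of them MC38 and 4 PancO2 (Fisher's exact test, two-sided p = 1). In all, 16 of 36 libraries went against the strain in their label. Ifi202b (ENSMUSG00000026535; GRCm38 chromosome 1, 173962568 to 173982744, minus strand), also picked after the clusters were seen, ran from 221 to 289 CPM in the same 12 libraries. Elsewhere it reached at most 2.58 CPM, in the library labelled PancO2 IgG 48, and 0.509 CPM in the next. Ifi202b belongs to a family of similar genes that share reads, so its level is uncertain.

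**Figure D2:**
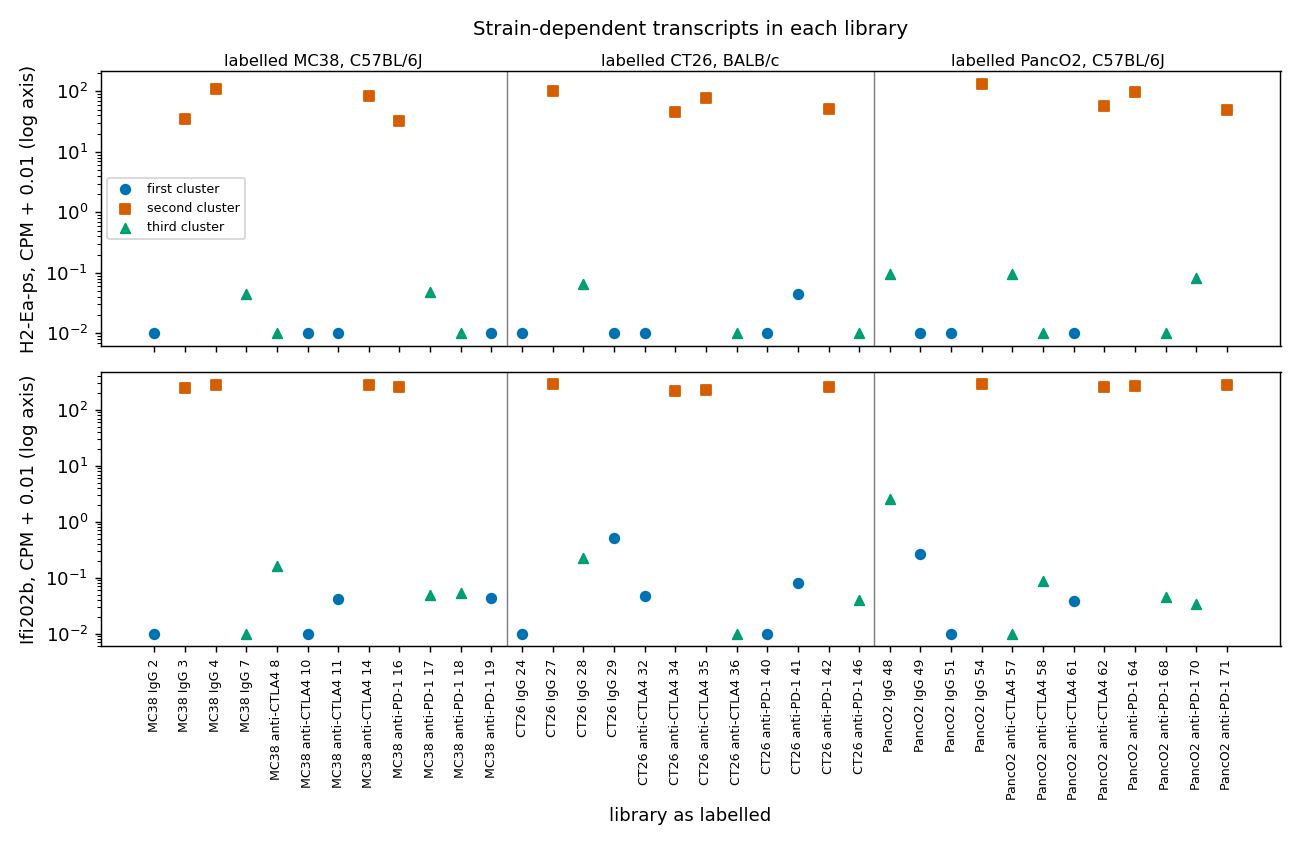
CPM of H2-Ea-ps and Ifi202b in each of the 36 libraries in the order of their labels, on a logarithmic axis after adding 0.01 CPM, with marks showing the cluster. High values occur in 4 libraries of each labelled model, which are the 12 libraries of the second cluster.

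The labels therefore cannot be taken at face value for any library, and every group below is a group of libraries as labelled. Directions given for them are directions between labels, and the check of the labels went against them.

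The first comparison asked which genes differ between tumours of the models before checkpoint blockade, the study having described MC38 as responsive and PancO2 as resistant. Among the 12 libraries labelled IgG, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 0 of 16510 genes between PancO2 and MC38, 0 between PancO2 and CT26, and 0 between CT26 and MC38. At an unadjusted p under 0.05 there were 93, 98 and 83 genes, respectively. By the labels, strain and model are confounded in both comparisons with CT26. The alternative that moved these counts most was the DESeq2 Wald test, which called 1 gene between PancO2 and MC38 and 1 between CT26 and MC38. That gene was Myh3 in both, named here after its values were seen. Leaving out 1 library at a time called no gene and moved the unadjusted counts widely. They ran from 57 (without PancO2 IgG 49) to 402 (without MC38 IgG 2) for PancO2 against MC38. For PancO2 against CT26, they ran from 42 (without CT26 IgG 24) to 318 (without CT26 IgG 28). For CT26 against MC38, they ran from 36 (without CT26 IgG 24) to 508 (without CT26 IgG 27).

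Cda (ENSMUSG00000028755; GRCm38 chromosome 4, 138338424 to 138367992, minus strand, protein coding) encodes cytidine deaminase, the enzyme the study followed. In the libraries labelled IgG it averaged 7.77 CPM ± 5.18 (SD, n = 4) for MC38, 6.17 CPM ± 2.91 (SD, n = 4) for CT26 and 9.38 CPM ± 3.82 (SD, n = 4) for PancO2. The log2 fold change of PancO2 over MC38 was 0.23 (SE 0.48, edgeR Benjamini-Hochberg adjusted p = 1.0; exact permutation p = 0.486). That of PancO2 over CT26 was 0.56 (SE 0.48, edgeR Benjamini-Hochberg adjusted p = 1.0; exact permutation p = 0.2). That of CT26 over MC38 was −0.33 (SE 0.48, edgeR Benjamini-Hochberg adjusted p = 1.0; exact permutation p = 0.743). The permutation tests were two-sided, on log2 CPM with a pseudocount of 0.5 CPM, and the smallest p that 4 against 4 libraries allow is 0.0286. Single libraries decided 2 of the directions. The fold change of PancO2 over MC38 became −0.047 without PancO2 IgG 48, and that of CT26 over MC38 became 0.20 without MC38 IgG 7.

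**Figure D3:**
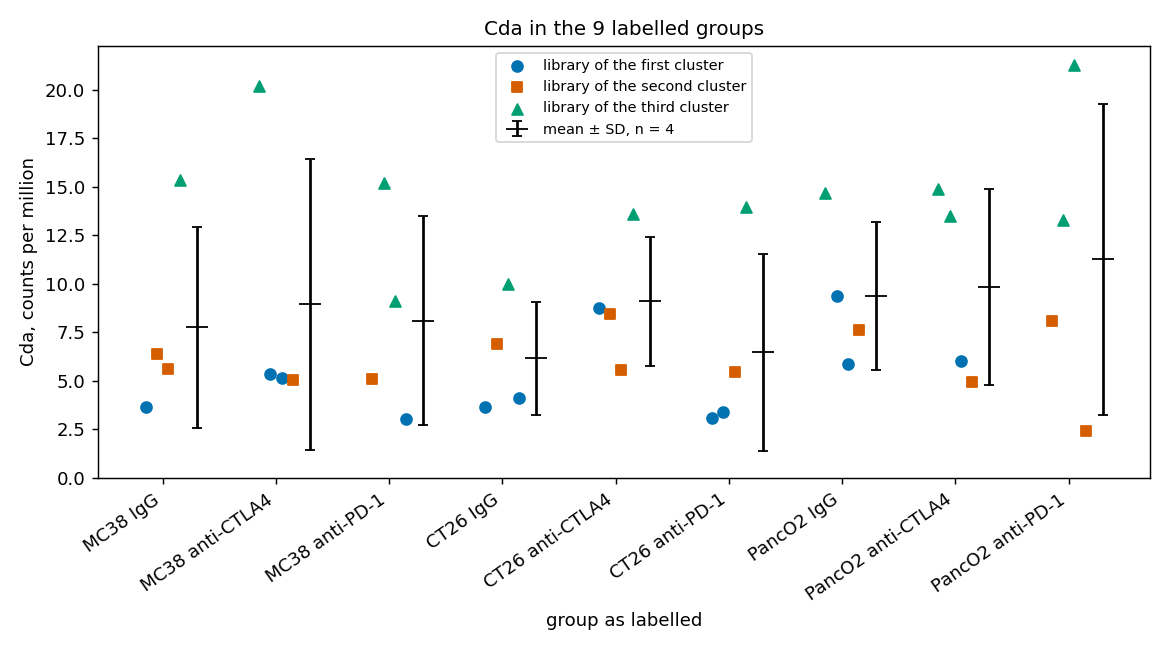
Cda in CPM in the 9 labelled groups, with 1 point per library marked by cluster and the mean ± SD (n = 4) of each group. In all 9 groups the highest values belong to libraries of the third cluster.

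The study ranked metabolic genes by fold change between responsive and resistant tumours. It sorted its own mouse tumours into groups of response by their growth curves. The labels do not give those groups, so the comparison of labelled models here is not a repeat of that ranking. Of its 1321 metabolic genes, 1320 were in the table and 1311 were tested among the IgG libraries. Ordered by the log2 fold change of PancO2 over MC38, Cda ranked 192, or at 14.6% from the top. This rank moved from 99 to 611 when 1 library at a time was left out, reaching 611 without PancO2 IgG 48 and 588 without MC38 IgG 2. With a term for the 3 clusters, chosen after the data were seen, it was 49. The study's own ranking drew partly on these samples, so the rank is not independent evidence.

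The second set of comparisons asked what each antibody changed within a model. Against IgG, the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment called 0 of 16323 genes for MC38, 0 of 16285 for CT26 and 0 of 16410 for PancO2 with either antibody. The genes at an unadjusted p under 0.05 numbered 61 for anti-PD-1 and 25 for anti-CTLA4 in MC38. They numbered 54 and 86 in CT26, and 912 and 80 in PancO2. Anti-PD-1 against anti-CTLA4 also gave 0 genes in each model, with 88, 132 and 973 genes at an unadjusted p under 0.05 for MC38, CT26 and PancO2. The alternative that moved these most was a single fit of all 36 libraries. It called 49 genes for PancO2 anti-PD-1 against IgG, all higher, and 234 for PancO2 anti-PD-1 against anti-CTLA4, 228 higher and 6 lower. Both counts fell to 0 once the library labelled PancO2 anti-PD-1 71 was left out of that fit. The unadjusted counts again moved widely when 1 library was left out. For anti-PD-1 against IgG, they ran from 23 (without MC38 anti-PD-1 18) to 413 (without MC38 IgG 7) in MC38, from 40 (without CT26 anti-PD-1 41) to 215 (without CT26 anti-PD-1 46) in CT26, and from 278 (without PancO2 IgG 49) to 1612 (without PancO2 IgG 48) in PancO2. For anti-CTLA4 against IgG, they ran from 10 (without MC38 IgG 4) to 198 (without MC38 anti-CTLA4 14) in MC38, from 31 (without CT26 IgG 24) to 545 (without CT26 IgG 27) in CT26, and from 53 (without PancO2 anti-CTLA4 58) to 361 (without PancO2 anti-CTLA4 61) in PancO2. Between the antibodies, they ran from 39 (without MC38 anti-PD-1 18) to 231 (without MC38 anti-CTLA4 8) in MC38, from 65 (without CT26 anti-PD-1 40) to 519 (without CT26 anti-PD-1 42) in CT26, and from 539 (without PancO2 anti-CTLA4 61) to 1532 (without PancO2 anti-PD-1 68) in PancO2.

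Whether an antibody acted differently in different models was tested as an interaction. The edgeR quasi-likelihood test with Benjamini-Hochberg adjustment called 0 genes in each of the 6 interactions. For anti-PD-1, the counts at an unadjusted p under 0.05 were 414 of 17050 genes for PancO2 against MC38, 614 of 17104 for PancO2 against CT26 and 56 of 16970 for CT26 against MC38. For anti-CTLA4, they were 121 of 16862, 194 of 16999 and 68 of 16766, in the same order. DESeq2 moved 3 of these counts from 0, to at most 5 genes. Leaving out 1 library called no gene in any of them. The unadjusted counts for anti-PD-1 ran from 203 (without PancO2 IgG 49) to 954 (without MC38 IgG 2), from 337 (without PancO2 IgG 49) to 1043 (without PancO2 IgG 48), and from 33 (without MC38 anti-PD-1 18) to 150 (without CT26 anti-PD-1 46). Those for anti-CTLA4 ran from 94 (without PancO2 anti-CTLA4 58) to 450 (without PancO2 anti-CTLA4 61), from 119 (without PancO2 anti-CTLA4 58) to 518 (without CT26 IgG 27), and from 32 (without MC38 IgG 4) to 391 (without CT26 IgG 27).

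Across the 18 comparisons, between 0.153% and 5.93% of the genes tested had an unadjusted p under 0.05, and 16 of 18 were below the 5% that uniform p-values give. The smallest edgeR Benjamini-Hochberg adjusted p was 0.806.

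The 24 genes named beforehand for their place in the study included Cda, pyrimidine receptors, checkpoint genes, macrophage and cytotoxic markers and the first 10 genes of the study's metabolic ranking. Between 21 and 23 of them were tested per comparison, and 0 were called with adjustment over all genes in any of the 18. Adjusted over the list alone, 1 was called in 1 comparison and 0 in the other 17. The study chose part of this list on these samples, so this is not independent evidence. The gene was Cd274 (ENSMUSG00000016496; GRCm38 chromosome 19, 29367455 to 29388095, plus strand), which encodes PD-L1, between the libraries labelled PancO2 anti-PD-1, at 129 CPM ± 70.8 (SD, n = 4), and those labelled PancO2 anti-CTLA4, at 46.4 CPM ± 13.99 (SD, n = 4). Its log2 fold change was 1.59 (SE 0.40; edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0477 over the list alone and 0.840 over all genes), and 3 of 4 anti-PD-1 libraries lay above all 4 anti-CTLA4 libraries. The value over the list alone ran from 0.00326 to 0.716 across the alternatives and was 0.188 without the library labelled PancO2 anti-PD-1 71.

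Gene lists written beforehand were tested with camera at a preset correlation of 0.01 between genes, over 17 lists and 9 comparisons with IgG libraries. Of the 153 combinations, 41 had a Benjamini-Hochberg adjusted p under 0.05, and 57 an unadjusted p under 0.05. None of the 41 held under fry, which called 0 with 3 at an unadjusted p under 0.05, or with the correlation estimated from the data, which called 0 with 15 at an unadjusted p under 0.05.

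Cda was also to be related to P2ry6, Mrc1, Msr1, Cd163, Prf1 and Ifng over the 12 libraries of each labelled model. Of these 18 relations, 4 had a Benjamini-Hochberg adjusted permutation p under 0.05 for Pearson r and 9 an unadjusted one, and 5 had an adjusted one for Spearman rho. The libraries of each labelled model fall into the 3 clusters, so no pooled coefficient is given. Within clusters, 7 of 18 relations had an adjusted permutation p under 0.05 for Pearson r and 11 an unadjusted one, and 6 had an adjusted one for Spearman rho.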

Values the study reported

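In its combined analysis of tumours that responded or did not respond to checkpoint blockade, the study placed CDA at rank 9 of 1,321 metabolic genes.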

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

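The weighing of MC38 anti-CTLA4 8, and the equal-depth test of PancO2 anti-PD-1 71, were chosen only after the results had been seen. The test of the labels with H2-Ea-ps was chosen after the clusters had been seen but before its values had. Single libraries far from the other 3 of their labelled group were looked for in 63 sets of values, where 3.15 would be found by chance, and 15 were found. Of these, 12 concern H2-Ea-ps and Ifi202b, the genes of the label check. The other 45 sets gave 3, against 2.25 by chance.

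In 6 labelled groups, a single library carried H2-Ea-ps and Ifi202b. These were MC38 anti-CTLA4 14 at 83.9 and 276 CPM, MC38 anti-PD-1 16 at 32.8 and 257 CPM, CT26 IgG 27 at 103 and 287 CPM, CT26 anti-PD-1 42 at 50.7 and 261 CPM, PancO2 IgG 54 at 134 and 289 CPM, and PancO2 anti-CTLA4 62 at 57.9 and 256 CPM. The other 3 libraries of those groups had at most 0.0845 CPM of H2-Ea-ps and at most 2.58 CPM of Ifi202b. In a group of a single strain, H2-Ea-ps should be present in every library or in none. Column names attached to the wrong libraries may explain this, since 16 of 36 libraries went against the strain in their label. Reads shared between similar genes cannot be excluded for Ifi202b. No library was moved to another group.

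Cda in the library labelled MC38 anti-CTLA4 8 was 20.2 CPM, against 5.04 to 5.38 CPM in the other 3 libraries of its label. The library belongs to the third cluster and the other 3 do not. Column names attached to the wrong libraries may explain this too, because the value lies within the range of the other 11 libraries of its cluster, whose highest Cda was 21.3 CPM. An effect of the antibody in a single mouse stays open and was not tested.

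Mitochondrial genes took 15.7% of counts in the library labelled PancO2 anti-PD-1 71, against 3.27% to 4.24% in the other 3 libraries of its label. This library was also the shallowest and had 86.5% of its reads in the summary lines that name no gene, with 60.5% lacking a unique position. The tables argue against a difference in depth between libraries, because its highest correlation with another library of its cluster was 0.891 once every library was thinned to the same depth, while the other 11 stayed at 0.979 or above. That test replaced an earlier comparison with the next shallowest library, CT26 anti-CTLA4 35, which pointed the same way with 4.16% of counts from mitochondrial genes. They also argue against a few genes taking most of the counts, because that correlation was 0.886 without mitochondrial genes and the 100 most abundant genes, while the others stayed at 0.980 or above. Degraded RNA or a different mixture of cells stays open, and neither was tested. A biological explanation was not tested.

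The library labelled MC38 IgG 4 had 16501618 counts, against 28803487 to 30902427 in the other 3 of its label. No explanation was tested for this total, which lies inside the range of the whole series.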

How the results depend on the processing

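The term for the 3 clusters, the correlations within clusters and the fits without the library labelled PancO2 anti-PD-1 71 were chosen after the data were seen. No paired analysis was possible because every mouse number belongs to 1 library only.

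The 18 counts of called genes were 0 in all 193 fits that left out 1 library and in 170 of 180 other settings. The DESeq2 Wald test accounted for 8 of the 10 exceptions. It called 1 gene for PancO2 against MC38 and 1 for CT26 against MC38 in the IgG libraries (Myh3 both times), 2 for PancO2 anti-PD-1 against IgG (Sirpa and Srrm2), 2 for PancO2 anti-CTLA4 against IgG (Krt14 and Ankrd37) and 12 for PancO2 anti-PD-1 against anti-CTLA4. In the interactions it called 1 for anti-PD-1 in PancO2 against MC38 (B230319C09Rik), 1 for anti-CTLA4 in PancO2 against MC38 (Krt16) and 5 for anti-CTLA4 in PancO2 against CT26 (Csrnp1, Calm4, Krt1, Ankrd37 and Dsc3). These genes were named after their values were seen. Krt14, Krt1 and Krt16 were 210, 126 and 100 CPM in the library labelled PancO2 IgG 48. They were 19.5, 7.38 and 7.76 CPM in PancO2 IgG 49, and at most 0.461 CPM in any library labelled PancO2 anti-CTLA4. The calls of these genes may thus rest on PancO2 IgG 48. The DESeq2 Wald test was not repeated without single libraries, so the cause was not tested. In the simulation with dispersions from the libraries, DESeq2 made 39 false calls and 22 calls in an unchanged group. The other exceptions were the fit of all 36 libraries, with 49 genes for PancO2 anti-PD-1 against IgG and 234 for PancO2 anti-PD-1 against anti-CTLA4. Both became 0 without the library labelled PancO2 anti-PD-1 71, so they rest on that library.

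A term for the 3 clusters called 0 genes in all 18 comparisons, with 286 to 1497 genes at an unadjusted p under 0.05 (1.74% to 9.07%), more than without the term in 16 of 18.

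The log2 fold changes of Cda ran from −0.047 to 0.76 for PancO2 over MC38, from 0.28 to 0.89 for PancO2 over CT26 and from −0.67 to 0.20 for CT26 over MC38 across the 8 fits each that left out 1 library. The first reversed to −0.047 without PancO2 IgG 48, and the last to 0.20 without MC38 IgG 7. No other setting reversed a direction or made Cda a call. The rank of Cda ran from 99 to 611 in those fits, with 611 without PancO2 IgG 48 and 588 without MC38 IgG 2. It was 49 with a term for the 3 clusters, and from 107 to 198 in the other settings weighed for Cda. The SD among the 8 fits was 207, which the 2 highest ranks themselves widen, so it does not tell which of the other changes are small. The cause was not tested.

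Cd274 in PancO2 anti-PD-1 against anti-CTLA4 kept its direction in every setting tried. Its Benjamini-Hochberg value adjusted over the list alone no longer passed in 6 of 10 settings and in 5 of the 8 fits that left out 1 library, where its log2 fold change ran from 1.26 to 1.91.

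Of 153 list results, 41 calls became 0 under fry and 0 with an estimated correlation. The calls numbered 39 without a filter, 43 with DESeq2 size factors, 48 with a term for clusters, and 37 to 53 when 1 library was left out. The 4 calls on Pearson r among correlations within labelled models became 8 on residuals from treatment means and 7 within clusters, and stayed at 4 with a prior count of 0.5 or DESeq2 size factors. The cause was not tested.

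Depth limits the statements on rare transcripts, since a count of 0 for H2-Ea-ps allows up to 0.228 CPM in the shallowest library where it was absent.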

Other observations

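The hypotheses on the clusters and on the order of columns were formed on the same libraries that tested them. Tests chosen only after the result was seen were that of the column order, that of skin, fat or muscle genes in its final form, and both tests of the Cda correlations in the third cluster.

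The 3 clusters of libraries cut across the labelled models. Ward clustering on the Spearman correlation gave the same 3 clusters (adjusted Rand index 1). Average and complete linkage, taken at 4 clusters, each split off 1 library and otherwise kept them (adjusted Rand index 0.959). The tables argue against several technical causes. If a difference in depth between libraries had made the clusters, they would break up at equal depth, but with every library thinned to 7883106 counts the adjusted Rand index with the full-depth clusters was 1. For a few genes taking most of the counts, it was also 1 without the 100 most abundant genes, which hold 17.3% of all counts. For skin, fat or muscle taken with the tumour, 1 of 29 genes of the keratinocyte, adipocyte and skeletal muscle lists held a cluster apart without overlap, against 4783 of 15217 genes overall (31.4%). Only the 15217 had passed the filter of 1 CPM in at least 4 libraries. List genes near 0 can lower the first share, so this comparison alone does not decide. The test was first written to need 0 such genes, and the comparison with all genes was made once the 1 had been seen. That gene was Plin4, named after its values were seen, at 1.01 to 5.31 CPM in the first cluster and 6.09 to 206 CPM elsewhere. A sequencing or library batch should not switch a transcript that depends on strain, and H2-Ea-ps told the second cluster from the rest in 36 of 36 libraries. It reached at most 0.0352 CPM in the first cluster and 0.0845 CPM in the third. H2-Ea-ps therefore cannot tell whether a batch divided the first cluster from the third. Column names attached to the wrong libraries remain a candidate explanation, with 16 of 36 libraries against their labelled strain. A mixture of errors before sequencing, such as swapped tumours or mice, would leave the same values and was not tested.

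The clusters also came in a regular order along the columns of the table. Of 21 changes of cluster from a column to the next, 20 followed the cyclic order from the first to the second to the third cluster, with at most 2 columns in a row from the same cluster (permutation p = 1e-05, the smallest these permutations can give). A candidate explanation is that the count columns are in another systematic order than the names. This was noticed in the data and then tested on them, and it gives no library a new label.

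Chance splits of the same libraries bear on each count of 0. In each of the 12 comparisons of 4 against 4 libraries, 35 of 35 splits gave as many genes as the labels did, and in each of the 6 interactions 60 of 60 draws did, which a count of 0 makes inevitable. The counts at an unadjusted p under 0.05 carry more information, and in all 18 comparisons the count from the labels was below the median of the splits. Genes were called in 2 of the 420 splits of 4 against 4 and in 13 of the 360 draws of interactions. The split of the CT26 anti-PD-1 and IgG libraries that set the 4 of the first cluster against 2 of the second and 2 of the third called 1677 genes. The split of the PancO2 anti-PD-1 and anti-CTLA4 libraries that set the 4 of the third cluster against 1 of the first and 3 of the second called 3292. For the gene lists, 29 of 100 random draws gave at least the 41 calls of the labels, with a range of 18 to 56 and a median of 37.

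Cda ranged from 3.04 to 9.36 CPM in the 12 libraries of the first cluster (median 4.65), from 2.41 to 8.43 CPM in the second (median 5.61) and from 9.11 to 21.3 CPM in the third (median 14.3). Of the first 10 genes of the study's metabolic ranking, 5 lay higher in all 12 libraries of the third cluster than in any other library, namely Plch1, Slc38a3, Ip6k3, Cp and Inmt. Slc38a3 ran from 27.9 to 89.9 CPM in the third cluster and reached 0.261 and 0.0719 CPM in the first and second. Plch1 ran from 16.3 to 32.2 CPM there and reached 0.0912 and 2.41 CPM in the others (the latter in PancO2 anti-PD-1 71, also the lowest in Cda), and Cp ran from 1389 to 2168 CPM there against 255 to 611 CPM and 36.5 to 143 CPM. The other 5, Cda among them, overlapped. Itpka reached its highest value of 1.77 CPM in the first cluster, against at most 0.886 CPM elsewhere. Sardh ran from 18.8 to 56.7 CPM in the second cluster (42.7 CPM at the lowest without PancO2 anti-PD-1 71) and from 35.5 to 63.7 CPM in the third cluster. Slc28a3 was 16.7 CPM in PancO2 anti-PD-1 71 and at most 1.82 CPM in the other 35 libraries, with overlap between the clusters. Ptgds started at 0.697 CPM in the third cluster and reached 1.09 CPM in the second. The study's ranking drew partly on these samples, so this overlap is not independent evidence. Clusters are sets of libraries seen in the data, and no test was made between them.

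Within the third cluster, Cda rose with Msr1 (r = 0.858, permutation p = 4e-05, Benjamini-Hochberg adjusted 0.00072; rho = 0.874, permutation p = 0.00042), Prf1 (r = 0.821, permutation p = 0.00099, adjusted 0.00891; rho = 0.867, permutation p = 0.00052) and Ifng (r = 0.802, permutation p = 0.00189, adjusted 0.0113; rho = 0.923, permutation p = 8e-05). It fell with Cd163 (r = −0.735, permutation p = 0.00582, adjusted 0.0262; rho = −0.797, permutation p = 0.00299) and Mrc1 (r = −0.667, permutation p = 0.0172, adjusted 0.0442; rho = −0.601, permutation p = 0.0425). Without the 2 libraries farthest from the median of Cda, r was 0.820, 0.893, 0.862, −0.847 and −0.555. Levels of Ifng were low in the third cluster, from 0.219 to 4.07 CPM, and Prf1 ran from 0.767 to 11.4 CPM. Counting error therefore weighs on both relations. In the second cluster, Cda fell with Mrc1 (r = −0.680, permutation p = 0.0111, adjusted 0.0365; rho = −0.629, permutation p = 0.0329) and Msr1 (r = −0.696, permutation p = 0.0122, adjusted 0.0365; rho = −0.545, permutation p = 0.0711), and r was −0.739 and −0.677 without the 2 farthest libraries. Without PancO2 anti-PD-1 71 the adjusted values of these rose to 0.0844 and 0.111, while Cd163 was then called (r = −0.793, adjusted 0.00851). That of Mrc1 in the third cluster also rose, to 0.0515, through the adjustment alone. By rank the calls were partly others. P2ry6 in the third cluster was called on rho (0.825, permutation p = 0.00161, adjusted 0.00724) though not on r (0.591, adjusted 0.0720; 0.722 without the 2 farthest libraries), as was Cd163 in the second (rho = −0.762, adjusted 0.0172; r = −0.646, adjusted 0.0720). Without PancO2 anti-PD-1 71 the latter call on rho was lost (rho = −0.700, adjusted 0.0605). Neither Mrc1 relation was called on rho (adjusted 0.0813 each), nor was Msr1 in the second cluster (adjusted 0.107). All values are adjusted over 18 relations in 3 clusters, and none of the 6 relations in the first cluster was called on either measure. Because labels could not be relied on, treatments could not be held constant.

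The rise of Cda with Prf1 and Ifng in the third cluster was weighed against technical causes. Cda itself tracked total counts there with r = 0.412, so a difference in depth between libraries was tested by holding log2 total counts constant, after that r had been seen. The correlations were then 0.782 with Prf1 and 0.761 with Ifng, above 0.6, a limit also set after the data were seen. The tables argue against depth as the whole cause. For more leukocytes of every kind, the genes the study followed in macrophages were split. Cda fell with Cd163 (r = −0.735) and Mrc1 (r = −0.667), but rose with Msr1 (r = 0.858) and P2ry6 (rho = 0.825). This argues against a rise shared by all of these genes, and leaves a rise in some leukocytes open. A change in one kind of cell or in tumour cells may underlie the rise of Cda with Prf1 and Ifng and stays untested.

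Cda ranked 192 of 1311 metabolic genes by the fold change of PancO2 over MC38 in the libraries labelled IgG. That is lower in the order than the rank quoted from the study above, which combined several datasets by another measure and sorted mouse tumours by growth curve.

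Krt14, a keratinocyte gene looked at after its values were seen, was 210 CPM in the library labelled PancO2 IgG 48 and 46.3 CPM in the next highest, CT26 IgG 29.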
